# The Global Changes of N6-methyldeoxyadenosine in Response to Low Temperature in *Arabidopsis thaliana* and Rice

**DOI:** 10.3390/plants12122373

**Published:** 2023-06-19

**Authors:** Fei Mao, Hairong Xie, Yucheng Shi, Shasha Jiang, Shuai Wang, Yufeng Wu

**Keywords:** N6-methyldeoxyadenosine (6mA), low temperature, gene expression, orthologues gene, *Arabidopsis thaliana*, rice

## Abstract

N6-methyldeoxyadenosine (6mA) is a recently discovered DNA modification involved in regulating plant adaptation to abiotic stresses. However, the mechanisms and changes of 6mA under cold stress in plants are not yet fully understood. Here, we conducted a genome-wide analysis of 6mA and observed that 6mA peaks were predominantly present within the gene body regions under both normal and cold conditions. In addition, the global level of 6mA increased both in *Arabidopsis* and rice after the cold treatment. The genes that exhibited an up-methylation showed enrichment in various biological processes, whereas there was no significant enrichment observed among the down-methylated genes. The association analysis revealed a positive correlation between the 6mA level and the gene expression level. Joint analysis of the 6mA methylome and transcriptome of *Arabidopsis* and rice unraveled that fluctuations in 6mA levels caused by cold exposure were not correlated to changes in transcript levels. Furthermore, we discovered that orthologous genes modified by 6mA showed high expression levels; however, only a minor amount of differentially 6mA-methylated orthologous genes were shared between *Arabidopsis* and rice under low-temperature conditions. In conclusion, our study provides information on the role of 6mA in response to cold stress and reveals its potential for regulating the expression of stress-related genes.

## 1. Introduction

N6-methyldeoxyadenosine (6mA) is a prevalent DNA modification commonly found in lower organisms, such as bacteria, archaea, protozoa, and fungi. Its involvement in diverse biological processes includes gene transcription, DNA–protein interactions, DNA repair, and transposon insertion [1,2,3]. While 5mC is the primary DNA modification in higher eukaryotes, 6mA is present in trace amounts [1,4]. Advances in research have led to the increased recognition of 6mA’s features and roles in higher organisms. Recent studies using various techniques, such as liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS), dot blot assays, 6mA-IP-seq, Single-molecule real-time (SMRT) sequencing, and Oxford Nanopore long-read sequencing, have revealed the widespread presence of 6mA in higher plant and animal species [5,6,7,8,9,10,11,12]. In *Chlamydomonas* and *Tetrahymena*, 6mA contributes to the localization of nucleosomes near the (transcription start site) TSS and appears to mark active genes [5,13]. In *Drosophila*, 6mA is enriched in transposons and affects their expression [7]. In *Arabidopsis* and rice, 6mA is widespread throughout the genome, and it is positively associated with the gene expression level when it marks in gene bodies [14,15,16]. Moreover, the roles of 6mA extend to various physiological processes, including fertilized egg development and human malignant glioma development [17,18,19]. Collectively, these findings indicate that 6mA plays versatile and essential roles in biological functions.

Stress-induced changes in DNA methylation and histone modifications have been shown to regulate stress responsive gene expression. For example, 5mC methylation of the *ALN* promoter is stimulated by cold, and this leads to the suppression of *ALN* expression and further promotion of seed dormancy [20]. Methylation of CHH in the *RhAG* promoter region regulates the expression of the *RhAG* gene, which impacts the development of rose petals under low temperatures [21]. Furthermore, recent studies have linked 6mA with environmental stress responses. The overall 6mA levels are significantly elevated upon stress in mouse brains, and 6mA dynamic changes were significantly associated to functional genes involved in learning, action, and neurogenesis [22]. For instance, heat stress response genes were marked by 6mA and H3K9me3 modification, resulting in high expression and extended lifespan in the progeny of *Caenorhabditis elegans* [23,24]. The 6mA level in mitochondrial DNA mediated by METTL14 was elevated under hypoxic stress in human cells [25]. These findings indicate a prevalent involvement of 6mA modification in response to environmental stresses, although the exact mechanisms underlying the regulation, especially in stress tolerance, are not fully understood.

Low temperature is a pervasive environmental stress that can negatively impact plant growth and development, ultimately reducing crop yields. Research over the past few decades has focused on the C-repeat binding factor/dehydration-responsive element-binding protein1 (CBF/DREB1)-dependent cold signaling pathway in *Arabidopsis*. The CBF proteins, CBF1–3, are transcription factors that activate the expression of *COR* (Cold-regulated) genes in response to cold by binding to conserved CRT/DRE motifs in their promoters [26,27,28]. In rice, several genes associated with chilling tolerance, including *Ctb1*, *qLTG3-1*, *COLD1*, *OsSAP16*, and *qCTS-9*, have been mapped and functionally characterized [29,30,31,32,33]. Despite the numerous advances in understanding responses to cold stress in plants, the role of 6mA in this process remains ambiguous.

Here, we profiled 6mA in the genomic DNA (gDNA) of *Arabidopsis* and rice under normal and cold conditions. We found 6mA was mostly located in gene body regions, and it positively correlated with gene expression. Cold treatment increased the overall level of 6mA methylation, and the differentially methylated genes (DMGs) exhibited enrichment in diverse biological processes. Joint analysis of the 6mA methylome and transcriptome of *Arabidopsis* and rice under normal and low temperatures revealed that 6mA-containing genes generally have higher expression levels than those without, and, while the overall level of 6mA increased under cold treatment, no correlation was found between its abundance and changes in expression level. Our results reveal that 6mA is a dynamic epigenetic mark in response to cold and participates in regulating of expression of stress responsive genes.

## 2. Results

### 2.1. The Distribution of 6mA and Its Association with Gene Expression in Arabidopsis and Rice under Normal Conditions

To investigate the distribution and association of the 6mA modification with gene expression in *Arabidopsis* and rice, we performed 6mA-IP (immunoprecipitation)-seq with two biological replicates for each species. We obtained more than 70 million unique mapped reads per 6mA-IP-seq sample for subsequent analysis (Table S1). High reproducibility of the sequence data was observed with high Pearson correlation coefficients (R > 0.97) in *Arabidopsis* and rice between the two biological replicates (Figure S1A,B). We identified 4065 high-confidence 6mA peaks in *Arabidopsis* (Figure 1A; Table S2) and 8412 high-confidence 6mA peaks in rice (Figure 1B, Table S3) after peak calling. To examine the epigenetic roles of 6mA, we investigated its location in the genome, including intergenic regions, promoter, gene bodies, and their subregions. A majority of the 6mA peaks were located in gene body regions in both *Arabidopsis* and rice. In *Arabidopsis*, 82% of the 6mA peaks were positioned in gene bodies, with half of the peaks occupying exons (Figure 1C). In rice, more than half of the peaks were located in gene bodies, especially in the intron regions (Figure 1D). These observations indicated a high enrichment of 6mA peaks on gene bodies in both species.

We also investigated the relationship between 6mA abundance and gene expression level. To this end, we carried out RNA-seq with three biological replicates to analyze the gene expression level. The correlation between the individual gene expression levels demonstrated high Pearson correlation coefficients (R > 0.88) (Figure S2A,B). We divided all the protein-coding genes in the genome into four classes based on their expression level: top 25%, 25–50%, 50–75%, and 75–100%. Plotting of 6mA abundance in these four classes revealed that strongly expressed genes had a higher occupancy of 6mA, particularly at the TSS region, than weakly expressed genes in both *Arabidopsis* and rice (Figure 1E,F). Thus, the 6mA modification is positively correlated with gene expression.

### 2.2. Genome-Wide Mapping of 6mA under Low Temperature

To explore whether 6mA responds to cold stress, we examined the overall 6mA methylation level after cold treatment (4 °C). We performed dot-blot assays for rosette leaves of 3-week-old *Arabidopsis* and 2-week-old rice seedlings. The 6mA signals were detected to have increased 2.1- and 1.7-fold, respectively, following a 24 h cold treatment in *Arabidopsis* and a 6 day cold treatment in rice (Figure 2A,B). We then profiled 6mA distribution for *Arabidopsis* and rice plants under cold conditions using 6mA-IP-seq. Two biological replicates were performed for each species, and high Pearson correlation coefficients (R > 0.99) were observed between the two biological replicates (Figure S3A,B). Peak calling led to the identification of 7557 and 19,013 high-confidence 6mA peaks in *Arabidopsis* and rice under cold conditions, respectively (Figure S3C,D, Tables S2 and S3). We further analyzed the distribution of 6mA methylation within each gene by plotting the read number ratio of m6A-IP-seq along the gene body region (from 1kb 5′ of TSS to 1 kb 3′ of TTS). In both *Arabidopsis* and rice, 6mA methylation showed a higher enrichment on the gene body region under cold conditions compared to normal conditions (Figure 2C,D). Box plot analysis confirmed a significant increase in the overall enrichment of 6mA peaks after cold treatment in both *Arabidopsis* and rice (Figure 2E,F). These results demonstrate that the genome-wide 6mA methylation level is increased under low temperature conditions.

### 2.3. Identification and Gene Ontology (GO) Analysis of Differentially Methylated Genes (DMGs) in Response to Cold Stress

In order to further examine 6mA alterations caused by chilling, we selected differentially methylated regions (DMRs) defined by a 1.5-fold or greater change in 6mA enrichment and with a significant test at q < 0.05. In *Arabidopsis*, we identified a total of 1391 up-regulated and 434 down-regulated differentially methylated regions (DMRs) (Figure 3A, Table S4), while in rice, we identified 3522 up-regulated and 598 down-regulated DMRs between cold and normal temperatures (Figure 3B, Table S5). We then analyzed the distribution of DMRs and found that down-regulated DMRs were primarily enriched in the intergenic and promoter regions, while up-regulated DMRs were mainly enriched in the coding sequence (CDS) and 5′ untranslated region (UTR) in both *Arabidopsis* and rice (Figure 3C,D). These up- and down-regulated DMRs corresponded to 1427 and 255 genes in *Arabidopsis*, which we defined as differentially methylated genes (DMGs), as shown in Table S4. The GO analysis of these DMGs revealed that up-DMGs were enriched in diverse terms such as plasmodesmata, ATP binding, response to temperature stimuli, and others (Figure 3E, Table S5). In rice, these up- and down-regulated DMRs corresponded to 2339 and 211 DMGs, respectively (Table S6). GO analysis of the up-regulated DMGs revealed enriched terms such as ATP binding, apoptosis, defense response, and others (Figure 3F, Table S7). No GO term was significantly enriched for the down-regulated DMRs in either *Arabidopsis* or rice. Furthermore, we discovered that the 6mA enrichment in key stress response genes increased after cold treatment. For instance, the *Arabidopsis* MYB family transcription factor *MYB108*/*BOS1* and the rice bZIP transcription factor *OsbZIP52/RISBZ5*, known for their involvement in abiotic stress regulation, displayed substantially increased 6mA levels under cold stress (Figure 3G,H). These findings suggest that 6mA plays a role in the regulation of diverse biological processes in *Arabidopsis* and rice.

### 2.4. The Effect of 6mA Modification on Gene Expression in Response to Low Temperatures

To investigate the role of 6mA modification in regulating gene expression in response to low temperatures, we initially analyzed the global association of 6mA on gene expression. Individual gene expression was analyzed using RNA-seq with three biological replicates of *Arabidopsis* and rice, where high Pearson correlation coefficients (R > 0.95) were observed (Figure S2A,B). 

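Gene expression was compared between plants at their normal temperature and plants moved to the cold. There were 3 mRNA-seq libraries of rosette leaves of 3-week-old *Arabidopsis* at 22 °C and 3 after 24 h at 4 °C. For rice there were 3 libraries of 2-week-old seedlings at 28 °C, the growth temperature given in Methods, and 3 after 6 d at 4 °C; the results text gives 22 °C as the reference for both species. The authors trimmed the reads with cutadapt 1.1, aligned them with TopHat 2.1.1 at default settings, and computed fold changes and the false discovery rate (FDR) with Cufflinks and Cuffdiff 2.1.1. Table S1 of the paper lists 29387338 to 30160018 uniquely mapped read pairs in its 3 normal mRNA-seq libraries and 28051047 to 28166288 in its 3 cold ones, without naming the species. The values used here are the log2 fold change (cold over normal) and the FDR of each gene in the authors' deposited table, 1 table per species. These tables hold no level or count per library, so no spread between replicates, no depth per library and no new test between the temperatures could be computed. A gene was called when its FDR was under 0.05, the threshold in Methods. Genes with an FDR of 1 were taken as not tested by Cuffdiff, which leaves 20292 tested genes of 33554 listed in *Arabidopsis* and 22259 of 55986 in rice. A gene given an infinite fold change in the authors' deposited table is described as listed at 0 in 1 of the temperatures. Lists of 16 gene groups were written for *Arabidopsis* before the deposited tables were examined, but after parts of the paper's Tables S4, S6 and S8 had been seen, among them the value of the clock gene LHY in Table S8. Each median was set against 10000 random lists of as many tested genes, drawn without matching on expression because the tables give no levels. The p-values behind the FDR were recovered from its ranks, so that calls could also be adjusted over a list alone.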

To ensure the accuracy of our expression profiling data, we conducted a comparison with published RNA-seq data in *Arabidopsis* available from NCBI. However, we were unable to find comparable expression profiling data in rice at the same growth stage and under equivalent cold treatment conditions. As an alternative, we employed RNA-seq data obtained by Jabre et al. for their cold-treated (SRR10553430, SRR10553431, and SRR10553432) and control (SRR10553433, SRR10553434, and SRR10553435) samples [34]. By analyzing this data, we identified 11,604 differentially expressed genes (DEGs), which is slightly less than the 14,293 DEGs found in our study. 

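In *Arabidopsis* rosettes, 24 h at 4 °C came with higher transcript levels of the transcription factors CBF1, CBF2 and CBF3 and of most cold-regulated (COR) genes. The clock genes PRR5, PRR7 and PRR9 and most heat shock genes were also higher. Heat or rewarming before harvest, or another time of harvest, could not be told apart from the cold for these heat shock and clock genes. Of 16 CBF pathway regulators, 9 were higher in the cold and 3 lower in the authors' deposited table (10 and 3 when adjusted over the list alone). CBF1, CBF2 and CBF3, the activators of the COR genes, had log2 fold changes of 5.42, 5.12 and 4.05 in the authors' deposited table. CBF4, at 1.35 with an FDR of 0.0514, was not called. The zinc finger factors ZAT12 and ZAT10 were at 4.01 and 2.98 and RAP2.1, a CBF target, at 3.57 in the authors' deposited table. Lower in the authors' deposited table were HOS1 (−1.61), a ubiquitin ligase that acts on ICE1, ICE2 (−1.47) and MYB15 (−1.11), whereas ICE1 itself was at 0.15 with an FDR of 0.562. Of 20 COR and related genes, 14 were higher and 3 lower in the authors' deposited table (14 and 4 when adjusted over the list alone). COR27 (5.26), GOLS3 (4.91), ERD7 (4.80), KIN1 (4.79) and the dehydrin gene COR47 (4.53) rose most among its named members, next to AT4G33980 (5.31), by log2 fold change in the authors' deposited table. COR15A and COR15B, which encode chloroplast proteins that protect membranes during freezing, and SFR2 were lower in the authors' deposited table, at −1.77, −1.14 and −0.77. The medians of the CBF and COR lists, 1.17 and 1.65, were above 99.06% and 99.98% of random lists.

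Of 19 circadian clock genes, 14 were higher and 3 lower in the authors' deposited table, and adjustment over the list alone gave equal counts. PRR7 (5.50), LNK1 (5.02), PRR9 (4.93) and PRR5 (3.74) were higher in the authors' deposited table and PRR3 was at 0.14 with an FDR of 0.608, while the morning factors LHY (−5.33) and RVE8 (−3.73) were lower. CCA1, the close relative of LHY, was higher in the authors' deposited table, at 1.06. The clock list had a median of 2.14, above 99.99% of random lists.

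All 12 heat shock genes of the list were tested. In the authors' deposited table 10 of them were higher in the cold and 0 lower (11 and 0 when adjusted over the list alone), and the list's median of 12.61 was above that of each of the 10000 random lists. The small heat shock protein genes ATHSP22.0 (AT4G10250), HSP23.6-MITO and HSP18.2 reached 15.06, 13.22 and 12.63 in the authors' deposited table. HSFA2, a heat shock factor, was at 8.93, HSP70 at 8.48 and the disaggregase gene HSP101 at 7.56 in the authors' deposited table. HSP21 and HSP17.4, at 14.15 and 12.80, had an FDR of 0.0533 and 0.107 in the authors' deposited table. In the same comparison, 100 neighbouring tested genes of chromosome 2, from AT2G07771 to AT2G07741 in the gene order of TAIR10.1, all had a fold change above 0. Of these, 73 were called higher in the authors' deposited table, which lists 6 of the 100 at 0 in normal libraries, and the finite log2 fold changes had a median of 5.53. This part of chromosome 2 holds an insertion of mitochondrial DNA, so misplaced reads of mitochondrial RNA may account for the run. This could not be judged, because all 146 mitochondrion-encoded genes were untested.

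In total, 14293 *Arabidopsis* genes, 70.4% of those tested, had an FDR under 0.05 in the authors' deposited table, 6804 higher and 7489 lower. The median log2 fold change of all tested genes was −0.12. The smallest absolute log2 fold change among the called genes was 0.47, and 9447 genes share the smallest FDR in the authors' deposited table, 0.000107, so that ranking by FDR cannot separate them.

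**Figure D1:**
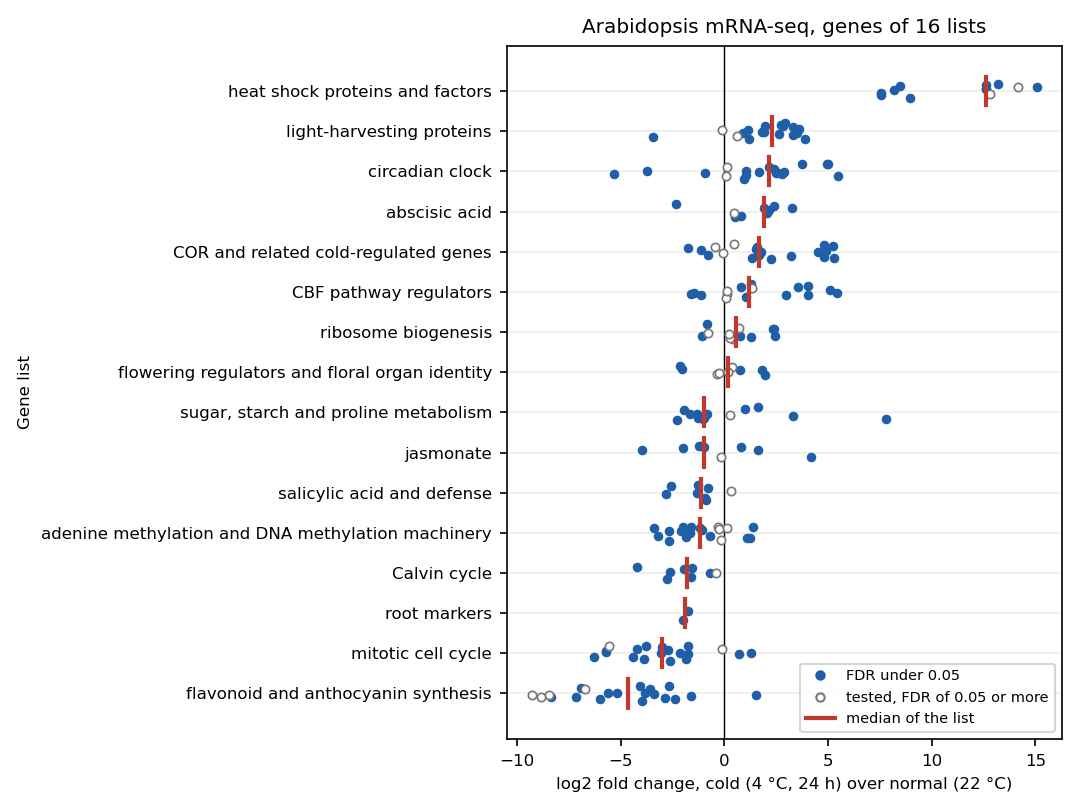
Log2 fold change (cold over normal, x axis) of the genes of 16 lists (y axis) in *Arabidopsis*, from the authors' deposited table. Each point is a tested gene with a finite value, filled where the FDR was under 0.05, and the bar is the median of the list; heat shock genes lie farthest to the right (median 12.61) and flavonoid genes farthest to the left (median −4.63).

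**Figure D2:**
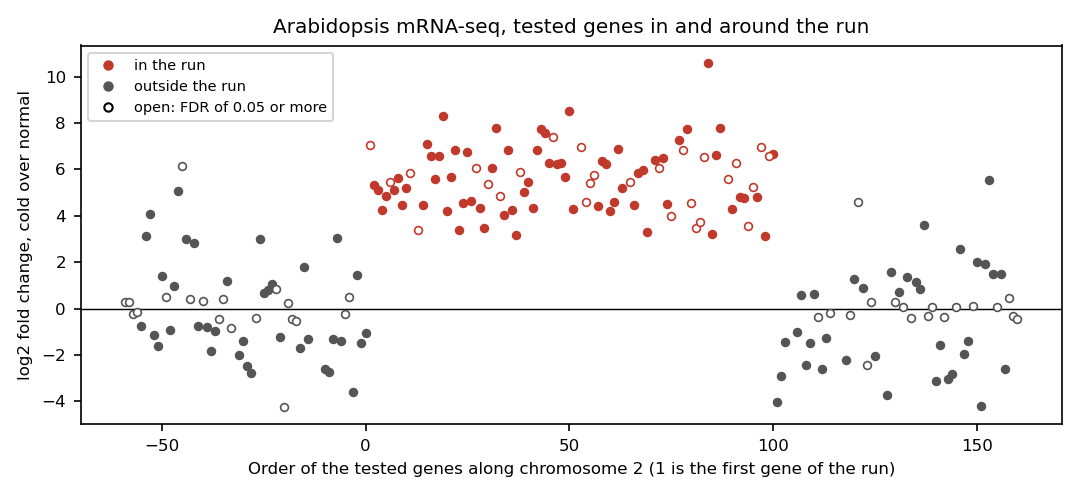
Log2 fold change (cold over normal, y axis) of tested *Arabidopsis* genes by their order along chromosome 2 (x axis, in genes), from the authors' deposited table. The finite points of the run lie between 3.11 and 10.59, filled points have an FDR under 0.05, and genes listed at 0 in 1 of the temperatures are not drawn. Misplaced reads of mitochondrial RNA may account for the run, which could not be judged.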

Importantly, over 74% of the DEGs were common between these independent studies, providing strong support for the reliability and validity of our data (Figure S2C).

The genes were subsequently divided into two classes, 6mA-containing genes and non-6mA-containing genes, to assess the association between 6mA modification and transcript abundance. Both *Arabidopsis* and rice showed that 6mA-containing genes had a higher average expression level than non-6mA-containing genes under cold conditions (Figure 4A,B). This indicates a positive role of 6mA modification in gene expression levels under low temperature.

We investigated whether the cold-induced alterations of 6mA modification affected changes in gene expression. 

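The cold came with lower transcript levels of flavonoid, Calvin cycle and mitotic genes in *Arabidopsis*, and with higher levels of light-harvesting and abscisic acid genes. For these lists too, an effect of the time of harvest, or of heat or rewarming before it, was not separated from that of the cold. Of 20 tested genes of flavonoid and anthocyanin synthesis, 15 were lower and 1 higher in the authors' deposited table (16 and 1 when adjusted over the list alone). DFR (−8.35), 4CL3 (−7.15), FLS1 (−6.90), F3H (−5.98) and the chalcone synthase gene TT4 (−5.61) fell by log2 fold change in the authors' deposited table. Of the phenylpropanoid genes that act before the flavonoid branch, C4H was higher (1.51), while PAL2 (−2.38) and 4CL1 (−2.86) were lower in the authors' deposited table, as was PAL1. The list's median of −4.63 was below that of each random list. Of 18 genes of light-harvesting proteins, 15 were higher and 1 was lower in the authors' deposited table, and the counts were equal when adjusted over the list alone. LHCB2.3 was at 3.91, LHCB1.5 at 3.62 and LHCB2.1 at 3.48, and LHCB4.3 at −3.45, in the authors' deposited table. Their median was 2.30, above that of each random list. Of 8 tested Calvin cycle genes, 7 were lower and 0 higher in the authors' deposited table, also when adjusted over the list alone. RBCS1B (−4.19), SBPASE (−2.74) and RBCS2B (−2.60) fell most in the authors' deposited table. RBCS1A has a listed fold change of 0 there, which can be a failed estimate, and was not tested. The Calvin cycle median of −1.78 lay at percentile 1.44 of random lists. Members of the LHCB1, LHCB2 and RBCS families are nearly identical copies that may share reads, so their separate values are uncertain.

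Of 19 mitotic cell cycle genes, 15 were lower and 2 higher in the authors' deposited table, with equal counts when adjusted over the list alone. CYCB2;4 (−6.30), the kinesin gene HINKEL (−5.70), CYCA1;1 (−5.69) and CYCB1;2 (−4.41) fell, and AUR3 was at 1.28 and CDC20.1 at 0.72, in the authors' deposited table. The median of −3.02 was below that of each random list. Of 9 abscisic acid genes, 7 were higher and 1 lower in the authors' deposited table (8 and 1 when adjusted over the list alone), with a median of 1.89 at percentile 99.4. ABF4 (3.25), the dehydrin gene RAB18 (2.40) and NCED3 (2.08), the rate-limiting enzyme of abscisic acid synthesis, rose and ABF2 (−2.31) fell in the authors' deposited table. Of 13 genes of sugar, starch and proline metabolism, 4 were higher and 8 lower in the authors' deposited table, with a median of −0.98 at percentile 8.58 and equal counts when adjusted over the list alone. GOLS1 (7.81) and the amylase gene BAM1 (3.29) rose, and BAM3 (−2.27) and DPE2 (−1.93) fell in the authors' deposited table. Of 8 salicylic acid and defense genes, 7 were lower and 0 higher in the authors' deposited table, also when adjusted over the list alone. PAD4 (−2.83) and EDS1 (−2.58) fell most in the authors' deposited table, and the list's median of −1.11 lay at percentile 9.91, within the central 95% of random lists. Requiring an absolute log2 fold change of at least 1 left 4 of those 7 calls.

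Among the 10 largest finite rises of genes with an FDR under 0.05 in the authors' deposited table were, besides 5 genes of the heat shock list, AT1G53540 (14.32), AT1G07400 (11.26) and AT2G29500 (10.90), which also encode small heat shock proteins, the pseudogene AT2G15810 (14.03) and PUM9 (11.60). The 10 largest finite falls of genes under that FDR were, besides genes of the lists, those of AT2G30766 (−8.64), AT5G05250 (−7.95), AT3G05600 (−6.84), TBL26 (−6.64), FTM1 (−6.57) and AK3 (−6.54), by the authors' deposited table.

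In rice seedlings after 6 d at 4 °C, the authors' deposited table gives 17936 genes with an FDR under 0.05, 8364 higher and 9572 lower, which is 80.6% of the tested genes. bZIP52 (LOC_Os06g45140), a transcription factor that the paper links to abiotic stress, was higher, with a log2 fold change of 2.34 and an FDR of 7.99e-05 in the authors' deposited table. The largest finite rises among genes called in the authors' deposited table were those of LOC_Os09g35010 (11.77) and LOC_Os04g16770 (11.30), and the largest falls those of LOC_Os01g45914 (−12.28) and LOC_Os02g43370 (−11.33). The sources used here pair no other rice IDs with names. With an absolute log2 fold change of at least 1 as a further condition, the rice count was 9509 in the authors' deposited table, 4171 higher and 5338 lower.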

In *Arabidopsis* and rice, we identified a total of 14,293 (6804 up/7489 down) and 17,380 (8364 up/9572 down) differentially expressed genes (DEGs), respectively, when comparing 4 °C to 22 °C (Figure S4A,B, Table S8). We observed that 50.7% and 27.3% of DMGs overlapped with DEGs in *Arabidopsis* and rice, respectively (Figure 4C,D). Furthermore, these overlapped genes were significantly enriched in the response to stimulus (Figure S4C,D, Table S9). However, the DMGs of 4 °C versus 22 °C exhibited an increased or decreased level of expression at 4 °C versus 22 °C (Figure 4E,F). 

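About as many *Arabidopsis* genes with a changed 6mA region were called in the mRNA-seq comparison as were not. The paper's Table S4 lists 1652 different DMGs, 1399 with an increase only, 247 with a decrease only and 6 with both. Of the 1652, 837 had an FDR under 0.05 in the authors' deposited table, which is 50.7% (95% exact binomial interval 48.2 to 53.1%, covering counting error only). Up-DMGs were DEGs in 747 of 1399 cases (53.4%) and down-DMGs in 86 of 247 (34.8%). The odds ratio was 2.14 (two-sided Fisher's exact test, p = 8.72e-08, adjusted p = 2.62e-07 over 3 tests of DMGs). This difference went with how many genes were tested. Of the tested genes alone, 747 of 1029 up-DMGs (72.6%) and 86 of 128 down-DMGs (67.2%) were DEGs, an odds ratio of 1.29 (two-sided Fisher's exact test, p = 0.211, adjusted p = 0.316), a comparison chosen after seeing the data. Over the 1162 tested DMGs together the share was 72.0%, beside 70.3% of the 19130 tested genes outside the DMG list and 42.6% of all genes in the authors' deposited table. No test was made of DMGs against other genes, because a gene without a 6mA peak could not be a DMG. For rice, the copy of Table S6 used here holds the first 1997 of its 4120 rows, so no overlap was computed.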

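The genes that were both DMGs and DEGs included members of the cold-regulated, heat shock and ribosome biogenesis groups. Over the 16 lists, 15 members were DMGs in Table S4 and 14 of these were DEGs, 9 higher and 5 lower in the cold. Of COR and related genes, the up-DMGs RD29A (1.63), ERD7 (4.80) and COR27 (5.26) were higher by log2 fold change in the authors' deposited table. The heat shock genes ATHSP22.0 and HSP23.6-MITO were DMGs that rose, as were the nucleolin gene NUC-L1 and AT5G27120 (0.75) of the ribosome biogenesis list and the antenna protein gene LHCB4.2 (1.89), by the authors' deposited table. The floral factor SEP3, a down-DMG, was at 1.98 in the authors' deposited table. Lower in the authors' deposited table were PAL1 (−3.40), the first enzyme of phenylpropanoid synthesis, CDKB1;1 (−1.84), ESB1 (−1.74), EMB1691 (−1.17) and the proline synthesis gene P5CS1 (−0.84). GAPA, at −0.39 with an FDR of 0.340 in the authors' deposited table, was the DMG that was not called. The CBF, clock, abscisic acid, jasmonate and salicylic acid lists held 0 DMGs. These members are named because of this overlap, after their values were seen, and with so few per list no enrichment was tested. The paper's Table S9 counts 18 genes under response to temperature stimulus and 9 under response to heat among 358 up-DMGs with higher expression.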

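*Arabidopsis* genes listed with a gain of 6mA in the cold rose and fell in expression in nearly equal numbers, much as called genes did in general. Of the 747 up-DMGs called in the mRNA-seq comparison, 373 (49.9%) were higher and 374 lower, with median log2 fold changes of 1.54 and −1.45. Over all 14293 called genes, 47.6% were higher. Down-DMGs were higher in 38 cases and lower in 48, with medians of 1.88 and −1.32. The direction of expression did not differ detectably between up- and down-DMGs (odds ratio 1.26, two-sided Fisher's exact test, p = 0.362, adjusted p = 0.362). MYB108 (AT3G06490), a MYB factor of stress responses, was higher in the cold, with a log2 fold change of 2.24 and an FDR of 0.000107 in the authors' deposited table. Its changed region in the paper's Table S4 lies on chromosome 3 from 2005800 to 2006199 (TAIR10) with a 6mA log2 fold change of 0.42. ALN is the allantoinase gene for which the paper's introduction cites 5mC methylation of the promoter, another mark than 6mA, in seed dormancy. In Table S4 it is an up-DMG for 6mA, and its expression value in rosettes was −0.12 with an FDR of 0.646 in the authors' deposited table. These values do not bear on the cited role of 5mC. Among the DEGs, the 5 up-DMGs with the largest 6mA change in Table S4 were BLH2 (0.83), AT3G50790 and AT3G50800 (0.77 for the region they share), SKU5 (0.71) and ETT (0.68). Of these BLH2, a homeodomain gene, was at 1.25, AT3G50790 at −1.45, AT3G50800 at −0.92, SKU5 at −1.83 and the auxin response factor gene ETT at −1.25 in the authors' deposited table. The largest decreases of 6mA in Table S4 among DEGs were those of MAPKKK9 (−1.04), AT5G43930 (−1.01), ZW9 (−0.98), AT1G53345 (−0.87) and HB20 (−0.87). MAPKKK9 (0.94), AT5G43930 (1.85) and HB20 (2.26) were higher and ZW9 (−4.46) and AT1G53345 (−2.48) lower by log2 fold change in the authors' deposited table.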

In *Arabidopsis* and rice, the Pearson correlations between the changes in 6mA modification and gene expression levels were −0.02 and −0.007, respectively (Figure 4E,F). This suggests that the fold changes in gene expression induced by cold were not correlated with 6mA enrichment in both *Arabidopsis* and rice.

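Across *Arabidopsis* DMGs, no correlation between the change of 6mA and the change of expression was detected. Over the 1520 DMGs with a finite fold change, the 6mA change of Table S4 (mean over a gene's regions) and the expression change had a Pearson r of 0.0105 (95% interval −0.0398 to 0.0608, permutation p = 0.681, 100000 permutations) and a Spearman rho of 0.0024 (permutation p = 0.924). This is a correlation across genes, which are not independent replicates, and it covers DMGs only, not all 6mA-containing genes. Without the 2 genes farthest from the median 6mA change, AT5G27780 and AT4G11340, r was 0.0050. The 6mA values have a gap around 0 between gains and losses, so each side was also taken alone. For 1296 up-DMGs, r was −0.0144 (p = 0.605) and rho −0.0261 (p = 0.349), and for 218 down-DMGs r was −0.0865 (p = 0.197) and rho 0.00085 (p = 0.990), all by permutation. Without the 2 farthest genes of each set, r was −0.0173 in up-DMGs and −0.128 in down-DMGs. After Benjamini-Hochberg adjustment over these 6 relations, each adjusted permutation p was 0.990. Of the 1520 genes, 362 were not tested by Cuffdiff, and over the tested DMGs alone, a set chosen after seeing the data, r was −0.0086 (permutation p = 0.770). From correlations near 0 in both species, the paper proposes that the size of the cold response of a gene is unrelated to its change in 6mA enrichment (Fig. 4E,F).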

### 2.5. The Response of 6mA-Modified Orthologous Genes between Arabidopsis and Rice to Low Temperature

To investigate the evolutionary conservation and functional significance of 6mA-modified orthologous genes between *Arabidopsis* and rice, we compared the sequence homology of genes in the two plants. We identified a total of 14,896 and 14,327 orthologs in *Arabidopsis* and rice, respectively, which we named *Arabidopsis* orthologous genes (AOGs) and rice orthologous genes (ROGs) (Figure S5A). Among these genes, 52.9% and 38.3% of 6mA-methylated genes overlapped with AOGs and ROGs, respectively, in *Arabidopsis* and rice (Figure 5A,B). Notably, the expression levels of 6mA-methylated orthologous genes were significantly higher than those of non-6mA-modified orthologous genes as well as 6mA-modified non-orthologous genes (Figure 5C,D). Furthermore, we identified about 370 common 6mA-methylated orthologous genes between *Arabidopsis* and rice, which exhibited higher expression levels than unique 6mA-methylated orthologous genes (Figure 5E–G). These results suggested that 6mA-methylated orthologous genes tend to be highly expressed. However, upon cold treatment, just over 40 differentially 6mA-methylated orthologous genes were shared between *Arabidopsis* and rice (Figure 5H), indicating that certain functions of 6mA-methylated orthologous genes may differ in response to cold. To investigate whether there are any common features among orthologous genes that exhibit changes in 6mA modifications between *Arabidopsis* and rice after cold treatment, we analyzed the trends in 6mA modification and expression level in response to low temperature. Our analysis revealed that over 70% of these genes display simultaneous upregulation in both *Arabidopsis* and rice, while only 26% exhibit similar alterations (both up or down) between the two species (Figure S5B,C). These findings are consistent with the global changes and relationship between 6mA modification and gene expression observed in both *Arabidopsis* and rice.

## 3. Discussion

6mA is a recently discovered DNA modification that plays a crucial role in numerous biological processes. Despite the low levels of 6mA in higher eukaryotes [9,35], recent research has confirmed its occurrence in animals and plants [10,14,15,16] and uncovered its function in various processes. This study focused on the biological implications of 6mA DNA modifications in *Arabidopsis* and rice under cold conditions. Our results revealed that there was a higher density of 6mA in gene bodies, which positively correlated with gene expression. Cold stress resulted in a higher abundance of 6mA, and up-DMGs exhibited involvement in various biological processes, but no GO term enrichment was observed for down-DMGs. Furthermore, we observed no correlation between changes in 6mA level and transcript level upon exposure to low temperature, indicating the intricate role that 6mA plays in regulating gene expression.

Under cold conditions, 6mA showed a significant increase in enrichment around the TSS region. The addition of a methyl group to the sixth position of adenine can potentially affect base-pairing energy and protein–DNA interactions and, in turn, influence transcription through the recruitment of transcription factors, RNA polymerases, histones, or other components within the surrounding chromatin context. Therefore, alterations in the position or density of 6mA in response to cold can potentially impact chromatin accessibility, nucleosome positioning, and gene expression level. Notably, other histone modifications, including histone acetylation (H3K9ac, H3K18ac, and H3K23ac) and histone methylation (H3K4me3 and H3K36me3), were also found to be present near the TSS [36,37,38,39], indicating that changes in 6mA due to low temperature likely interact with other histone modifications to modulate gene expression. Previous studies have demonstrated intricate interactions between DNA methylation and histone methylation. For example, past research has shown 5mC methylation to control histone H3K9 methylation, and a mutual enhancement between H3K9me2 and 5mC methylation has been observed in *Arabidopsis* [40,41,42]. The mechanism behind the association between 6mA and other epigenetic marks should be addressed in future research.

Previous studies have shown that overall changes in 5mC under abiotic stress in *Arabidopsis* and rice do not correlate with changes in gene expression [43]; however, 5mC is known to substantially modulate the expression of some stress responsive genes [20,44,45,46]. In our study, we found the changes of 6mA enrichment were also not correlated with alterations of gene expression after cold shift. GO analysis of up-DMGs revealed enrichment in diverse processes including temperature stimulus, and some important stress response genes demonstrated changes in 6mA level, indicating that 6mA potentially participates in the regulation of stress response gene expression. In this study, it was observed that the 6mA enrichment in *qLTG3-1*, which is a significant quantitative trait locus responsible for controlling low-temperature germinability in rice [29], increased when subjected to cold stress. Further research is necessary to investigate the significance of 6mA in adapting to environmental cues through the regulation of gene expression.

The distribution of 6mA and its association with transcription appear to differ between animals. For instance, 6mA sites are evenly distributed throughout the genome in worms [6], but in flies, they are enriched in transposable elements and correlate with transposon expression [7]. However, in this study, we found that the genomic distribution and association of 6mA with transcription are conserved between *Arabidopsis* and rice. The 6mA peaks were predominantly present within gene body regions, and the density of the 6mA peaks positively correlated with gene expression levels in both species. Additionally, we observed that 52.9% and 38.3% of 6mA-methylated genes overlapped with AOGs and ROGs in *Arabidopsis* and rice, respectively (Figure 5A,B). Moreover, common 6mA-methylated orthologous genes between *Arabidopsis* and rice exhibited higher expression levels than unique 6mA-methylated orthologous genes (Figure 5E–G). The evolution of 6mA is an interesting topic that requires further investigation.

In conclusion, this study found that the overall 6mA levels increase under low temperatures and analyzed 6mA-modified regions under both normal and cold conditions. The changes in 6mA modification due to low temperature were primarily distributed in gene body regions and displayed differential correlations with gene expression levels. The DMGs were enriched in various biological processes, including stress response, and several key stress response genes revealed differential methylation levels of 6mA following cold treatment. The discovery of the roles of 6mA epi-modification in adjusting to cold temperatures not only enhances our understanding of environmental adaptation but also broadens the options available for the generation of stress-tolerant plants.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

*Arabidopsis thaliana* Col-0 was grown in a growth chamber at 22 °C under long day conditions (16 h light/8 h dark) with a light intensity of 100 µmol m^−2^ s^−1^. Upon cold treatment, 3-week-old plants were transferred to 4 °C for 24 h. Rice (*Oryza sativa*, *Nipponbare*) was grown in a growth chamber at 28 °C under long-day conditions (16 h light/8 h dark) with a light intensity of 200 µmol m^−2^ s^−1^ for 2 weeks. For cold treatment, 2-week-old seedlings were transferred to 4 °C for 6 days.

### 4.2. Isolation of gDNA and 6mA-IP-Seq

gDNA of *Arabidopsis* and rice were extracted by using a DNAsecure Plant Kit (TIANGEN, Cat. DP320-03, Beijing, China) according to its procedures. Isolated gDNA was sonicated into 200–400 bp with Biorupter UCD-600, followed by end repair, 3′-adenylation, and adaptor ligation according to NEB Next Ultra II DNA Library Prep Kit for Illumina (E764S, NEB, Ipswich, MA, USA). The ligated DNA was denatured at 95 °C for 10 min and chilled on ice for 10 min. 10 µL of denatured DNA was saved as input. An amount of 1µg DNA was incubated with 3 µg of anti-m6A antibody (202-003, Synaptic Systems, Göttingen, Germany) at 4 °C for 6 h in 1 × IP buffer (10 mM Tris-HCl PH 7.4, 150 mM NaCl, 0.1% IGEPAL CA-630). Dynabeads Protein A (10001D, Invitrogen, Waltham, MA, USA) was washed twice with 1 × IP buffer and pre-blocked in 0.5 mL 1 × IP buffer with 20 µg/µL BSA for 2 h at 4 °C. After pre-blocked beads were washed twice with 1 × IP buffer, the DNA–antibody mixture was added to beads, rotating overnight at 4 °C. The beads were washed 4 times with 1 × IP buffer. Methylated DNA was eluted twice by 100 μL elution buffer containing N6-methyladenosine 5′-monophosphatesodium salt (M2780, Sigma, St. Louis, MO, USA) at 4 °C for 1 h. Eluted DNA was combined, then added to 20 μL of 3 M NaOAc (PH 5.3), 500 μL ethanol, and 0.5 μL glycogen. The mixture was frozen at −80 °C overnight and centrifuged. The precipitated DNA was dissolved in 20 μL ddH_2_O, followed by 8–10 cycles PCR amplification. The PCR product was purified by VAHTS DNA clean beads (N411-01, Vazyme, Nanjing, China). Sequencing was conducted by the Illumina NovaSeq6000 platform with 150-bp paired-end reads at Jiangbei New Area Biopharmaceutical Public Service Platform Co., Ltd. (Nanjing, China).

### 4.3. RNA Extraction and RNA-Seq

Total RNA of *Arabidopsis* and rice were isolated with TRIzol (15596026, Thermo Fisher, Waltham, MA, USA). Ribosomal RNA was removed by using an mRNA Miniprep Kit (Sigma, MRN10). An NEB Next Ultra II RNA Library Prep Kit for Illumina (NEB, E7770S) was used to construct the library, and sequencing was performed on an Illumina HiSeq 2000 platform with 100-bp paired-end reads at Jiangbei New Area Biopharmaceutical Public Service Platform Co., Ltd. (Nanjing, China).

### 4.4. Data Analyses

The reads of raw data were trimmed according to adapt sequence using cutadapt (v1.1) [47]. Then, the clean data were mapped to *Arabidopsis* genome (TAIR10) or rice genome (MSU7.0) using bowtie [48]; the parameter of maximum insert size was reset to 1000. Only unique reads were used to detect 6mA enrichment region by SCIER (v1.1) [49] (using parameters redundancy threshold = 1 window size (bp) = 200 fragment size = 100 effective genome fraction = 0.74 gap size (bp) = 200 FDR = 0.01). Overlapping peaks (at least 1 bp overlap) between two biological replicates of a sample were retained for next analyses. DESeq2 (1.24.0) [50] was used to compare all 6mA region from normal and cold stress with the consideration of sample variation. Differential regions with *p* value < 0.05 (false discovery rate < 0.05) were considered significant (DMRs).

The sequencing data were mapped to the *Arabidopsis* genome with matching annotation by tophat (v2.1.1) [51] using default parameters. The expression value (FPKM) of each gene was calculated with cufflinks (v2.1.1) [51], and cuffdiff (v2.1.1) [51] was used to calculate the fold change of gene expression and FDR. Differential expression genes (DEGs) with false discovery rate < 0.05 were considered significant.

The agriGO v2.0 [52] was used for GO analysis. The GO terms with FDR ≤ 0.05 were considered to be enriched. For GO terms with a hierarchical relationship, the child GO terms were kept and the parent terms were removed to avoid redundancy in this study. Orthofinder (v2.3.12) [53] was run to search homologous genes between rice and *Arabidopsis thaliana*. 

## Figures and Tables

**Figure 1:**
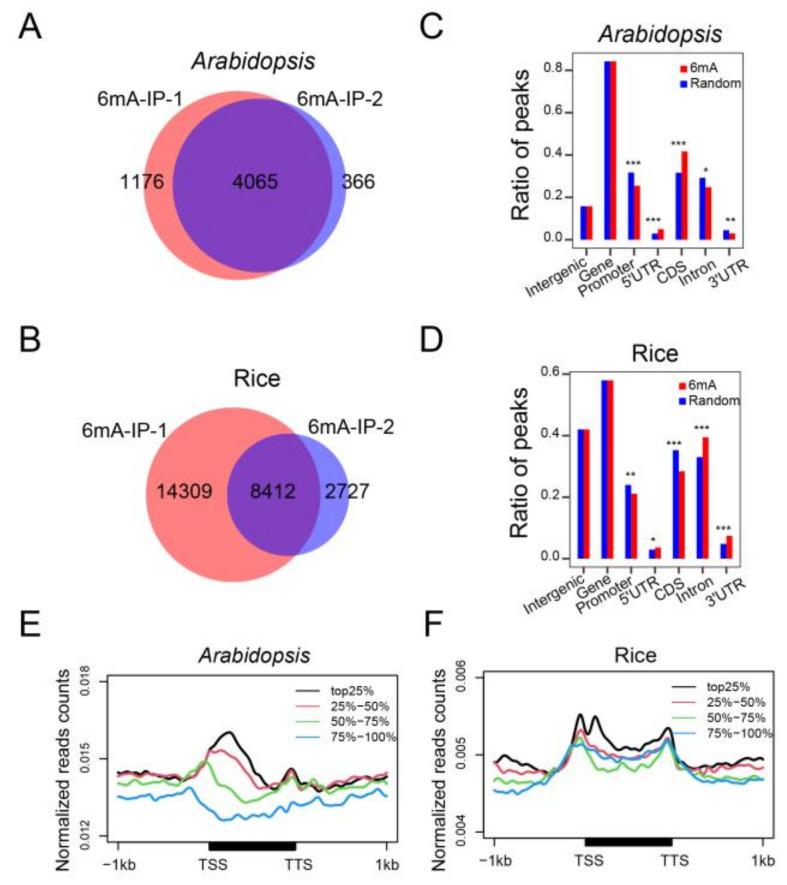
Genome-wide mapping and distribution of 6mA in *Arabidopsis* and rice under normal conditions. (**A**,**B**) Venn diagrams showing the overlapped 6mA peaks between two biological repeats in *Arabidopsis* (**A**) and rice (**B**) under normal conditions. (**C**,**D**) Distributions (expressed as percentages) of 6mA peaks found among intergenic regions, promoters (within 1 kb upstream of the TSS), and gene bodies. Gene bodies were further divided into 5′ and 3′ UTRs (untranslated regions), CDS (coding sequences), and introns. (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001, Fisher’s exact test). (**E**,**F**) Metaplot showing that 6mA is positively correlated with gene expression levels in *Arabidopsis* (**E**) and rice (**F**). All genes were divided into 4 groups, from high to low (top 25%, 25–50%, 50–75%, and 75–100% based on FPKM) expression levels. TSS, transcription start site; TTS, transcription terminal site.

**Figure 2:**
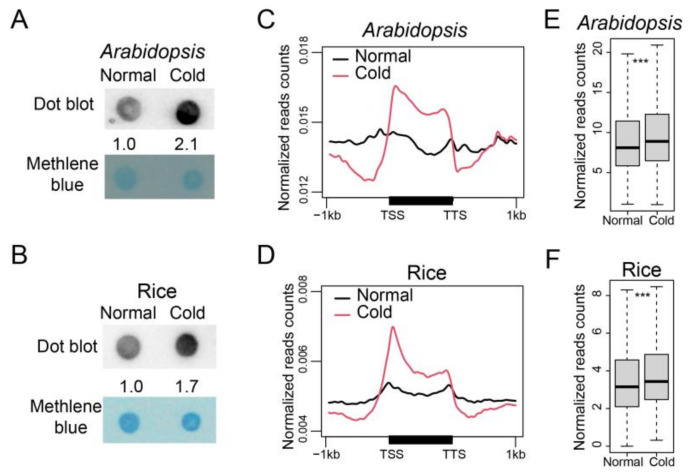
The overall 6mA level increased under cold. (**A**,**B**) 6mA dot-blot of genomic DNA samples from 3-week-old Col-0 plants (**A**) and 2-week-old rice seedlings (**B**) with 4 °C cold treatment for 24 h and 6 d, respectively. An amount of 200 ng of genomic DNA was loaded. Marked numbers indicate the relative amount in cold-treated samples compared to non-treated sample quantified by Image J. (**C**,**D**) 6mA profiles of *Arabidopsis* (**C**) and rice (**D**) under normal and cold conditions in gene regions. The 1 kb upstream and downstream flanking coding regions were aligned for all genes. TSS, transcription start site; TTS, transcription terminal site. (**E**,**F**) Box plot of the enrichment of 6mA peaks in *Arabidopsis* (**E**) and rice (**F**) under normal and cold conditions. The *p*-values were calculated for significant differences between two groups by the Mann–Whitney *U* test. ***: *p* < 0.001.

**Figure 3:**
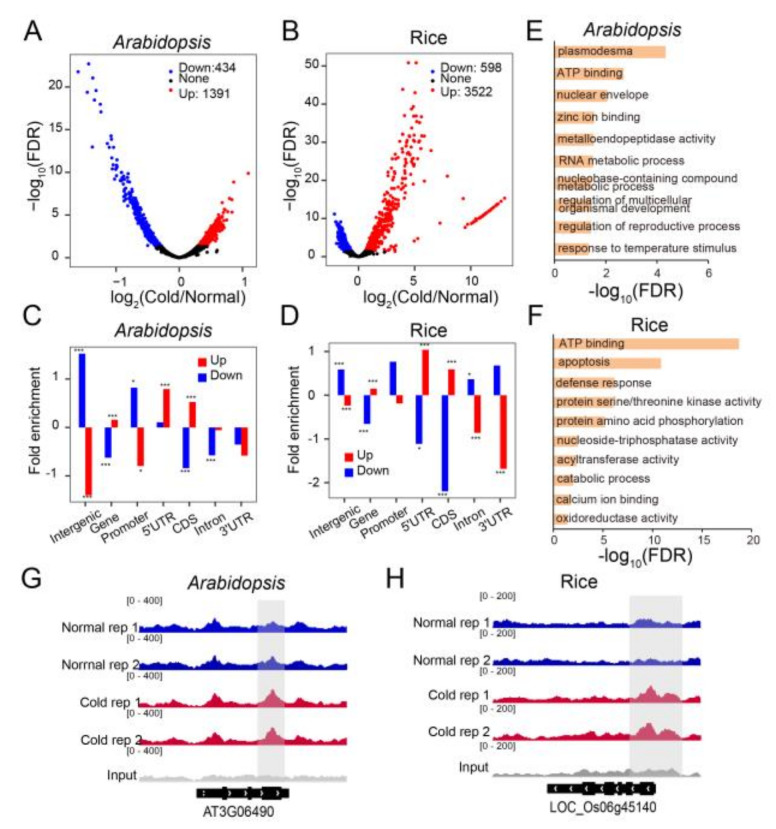
Identification and gene ontology (GO) analysis of DMGs in *Arabidopsis* and rice upon cold treatment. (**A**,**B**) Volcano plot showing the changes of significantly up- and down-regulated enrichment of 6mA peaks after cold treatment in *Arabidopsis* (**A**) and rice (**B**). Each dot represents 6mA-modified region under normal and cold conditions. Fold changes in 6mA reads (Cold/Normal) are indicated on the x-axis, and -log10 (FDR) of each 6mA-modified region is indicated on the y-axis. (**C**,**D**) Barplot showing the changes of 6mA enrichment among intergenic regions, promoters (within 1 kb upstream of the TSS), and gene bodies in *Arabidopsis* (**C**) and rice (**D**) after cold treatment. Gene bodies were further divided into 5′ and 3′ UTRs, CDS (coding sequence), and introns. (* *p* < 0.05; *** *p* < 0.001, Fisher’s exact test). (**E**,**F**), GO analysis of up-DMGs in *Arabidopsis* (**E**) and rice (**F**) after cold treatment. (**G**,**H**) Genomic visualization of 6mA-IP-seq for *MYB108* (AT3G06490) in *Arabidopsis*. (**G**) and *bZIP52* (LOC_Os06g45140) in rice (**H**) under normal and cold conditions.

**Figure 4:**
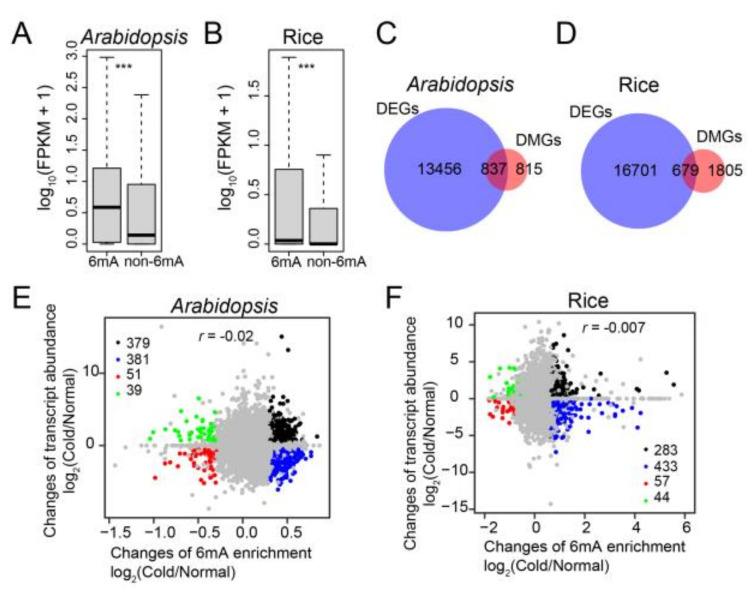
Association analysis of DMGs and DEGs in *Arabidopsis* and rice upon cold treatment. (**A**,**B**) Box plot of gene expression levels (based on FPKM values) for genes with or without 6mA peaks (6mA and non-6mA) in *Arabidopsis* (**A**) and rice (**B**) under normal and cold conditions. The *p* values were calculated for significant differences between the two groups by the Mann–Whitney *U* test. ***: *p* < 0.001. (**C**,**D**) Venn diagrams showing the overlaps between DMGs and DEGs in *Arabidopsis* (**C**) and rice (**D**) after cold treatment. (**E**,**F**) Correlation of fold changes between 6mA modification level and the expression of 6mA-containing genes in *Arabidopsis* (**E**) and rice (**F**) in response to low temperature.

**Figure 5:**
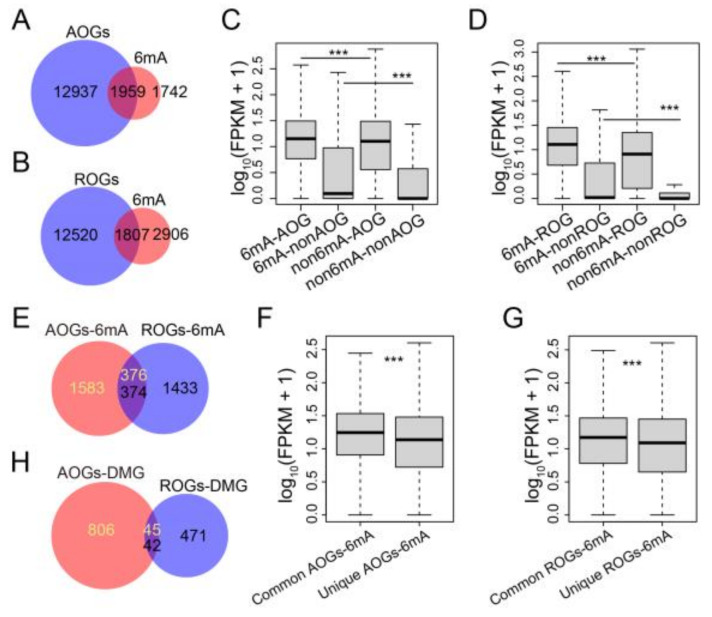
The response of 6mA-methylated orthologous genes between *Arabidopsis* and rice upon cold treatment. (**A**,**B**) Venn diagram showing the 6mA-methylated orthologous genes in *Arabidopsis* (**A**) and rice (**B**). (**C**,**D**) Box plot of gene expression for AOGs (**C**) and ROGs (**D**) with or without 6mA peaks (6mA and non-6mA). The *p* values were calculated for significant differences between the two groups by the Mann–Whitney *U* test. ***: *p* < 0.001. (**E**) Venn diagram showing the overlaps of 6mA-methylated orthologous genes between *Arabidopsis* and rice. (**F**,**G**) Box plot of gene expression for the common and unique 6mA-methylated orthologous genes in *Arabidopsis* (**F**) and rice (**G**). The *p* values were calculated for significant differences between the two groups by the Mann–Whitney *U* test. ***: *p* < 0.001. (**H**) Venn diagram showing the overlapped differentially 6mA-methylated orthologous genes between *Arabidopsis* and rice upon cold treatment.

## Data Availability

All sequencing data generated from this study have been deposited into the NCBI GEO database under the accession number GSE230463 (Review token: efajkagklduppkt).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/plants12122373/s1. Figure S1. Pearson correlation analysis of 6mA-IP-seq read counts in *Arabidopsis* and rice under normal conditions; Figure S2. Pearson correlation analysis of RNA-seq data in *Arabidopsis* and rice under normal and cold conditions; Figure S3. Pearson correlation analysis of 6mA-IP-seq read counts in *Arabidopsis* and rice under cold conditions; Figure S4. The DEGs identified in *Arabidopsis* and rice after cold treatment; Figure S5. Characteristics of overlapping orthologous genes displaying changes in 6mA modifications between *Arabidopsis* and rice following exposure to cold treatment; Table S1. A summary of 4acC-IP-seq and RNA-seq information; Table S2. Identification of 6mA peaks under normal and cold conditions in *Arabidopsis*; Table S3. Identification of 6mA peaks under normal and cold conditions in rice; Table S4. Identification of DMPs and DMGs upon cold treatment in *Arabidopsis*; Table S5. GO analysis of up-DMGs in *Arabidopsis* after cold treatment; Table S6. Identification of DMPs and DMGs upon cold treatment in rice; Table S7. GO analysis of up-DMGs in rice after cold treatment; Table S8. The DEGs identified in *Arabidopsis* and rice after cold treatment; Table S9. GO analysis of the overlapped genes between DMGs and DEGs in *Arabidopsis* and rice upon cold treatment.

How the deposited data were processed for this re-analysis (not part of the article)

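The study sequenced mRNA of *Arabidopsis* rosettes and rice seedlings at normal temperature and after cold, 3 libraries per species and temperature (12 in all), and also 8 6mA-IP-seq and 2 input DNA samples, which were not used here. The groups follow the sample labels and Methods. Methods and the labels grow rice at 28 °C, and these were used although the results text compares both species with 22 °C. The replicates are called biological in the paper.

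The authors extracted RNA with TRIzol, removed ribosomal RNA with an mRNA miniprep kit and sequenced paired ends on an Illumina HiSeq. They trimmed reads with cutadapt 1.1, aligned with TopHat 2.1.1, and used Cufflinks and Cuffdiff 2.1.1 for the comparison. The authors name DESeq2 1.24.0 for the comparison of 6mA regions. The deposited tables give, for each gene, the log2 fold change of cold over normal and the FDR, which is a q-value, both as the authors computed them; they hold no p-value or q-value of any other kind. Infinite values mark a gene at 0 in 1 group. A spreadsheet error text that stands in place of minus infinity in 1678 *Arabidopsis* and 3518 rice cells was read as a gene at 0 in the cold, since the remaining infinite values are all positive. A fold change of exactly 0 with an FDR of 1 can be a failed estimate. It is found for 8307 *Arabidopsis* genes, among them all 133 plastid-encoded and all 146 mitochondrion-encoded genes. These are described as having a listed fold change of 0, which does not mean a level of 0.

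No per-library value is held, so the design written for this case was used: genes at the authors' FDR under 0.05, with no new test between temperatures. The depth per library can be taken only from the paper's Table S1, and no interval on a fold change can be given. Genes with an FDR of 1 were counted as not tested. P-values were recovered from the FDR by undoing the Benjamini-Hochberg adjustment over the tested genes. Of the recovered values, 99.9% in each species were whole multiples of 5e-05 within 0.05 of a step. They were used only to adjust calls over each list alone. Tested on simulated data of 20292 genes, the procedure returned 94.8% of the p-values, the rest being ties, and the count adjusted over the list alone was equal in 100% of lists of 12 genes. In a second simulation over 20036 genes, lists of 12 genes with a planted log2 shift of 2 stood above the central 95% of random lists in 84.5% of draws and lists with a shift of 0 in 1.5%. In simulations over 1000 genes, p was under 0.05 in 97% of draws with the planted coefficient set to 0.2. With the coefficient set to 0 it was under 0.05 in 3%. The correlation that the simulated values reached is not given and may be smaller than the coefficient. The 97% is therefore not a detection rate for a correlation of 0.2.

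DMGs, DMRs and their 6mA fold changes were read from the paper's Table S4. A gene with several regions got their mean, and 9 DMGs have no entry in the *Arabidopsis* table and counted as not DEGs. Shares have exact (Clopper-Pearson) 95% intervals. Fisher's exact tests were two-sided and correlations were tested with 100000 permutations, with Benjamini-Hochberg adjustment within each family. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used with random seed 1.

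The 16 *Arabidopsis* lists and 1 rice list, and the rule for named genes, were written before the deposited tables were examined, but not before the paper's own tables. The rule covers the genes that the paper pairs with IDs, all members of the CBF and COR lists and up to 6 called members of each other list with the largest change. Not all of these are printed in the text, among them some CBF and COR members. It also names the 10 largest finite rises and falls among genes with an FDR under 0.05, 2 rice IDs each way by the same rule, and the 5 DMGs with the largest 6mA change each way among DEGs. The first and last lines of Table S8, among them that of LHY, a member of the clock list, and single lines of Tables S4 and S6 had been seen before the lists and the rule were written, and the rest of these tables could have been. Other genes named in the text were chosen after their values were seen, and each list's result is given once. Gene names come from an NCBI RefSeq table of TAIR10.1, which matched 32807 of the 33554 *Arabidopsis* IDs and was used only for names and gene order. Where its symbol differs from the common one, its symbol or the ID is printed. The rice list was not used, because the sources used here pair only bZIP52 with its ID. Table S6 is held in part, and tests on it were left out.

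The alternatives were an FDR threshold of 0.01, an absolute log2 fold change of at least 1, infinite fold changes left out or set to the largest finite value, organelle genes left out, and other ways of counting DMGs and their regions.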

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

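The tests of explanations for the heat shock, chromosome 2 and clock patterns were chosen only after the results were seen, unlike the list medians.

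Heat shock genes, which the paper does not discuss in its mRNA-seq results, were higher after 24 h at 4 °C, with a median log2 fold change of 12.61 over the list. Of 5 genes that respond to heat outside the list, chosen after their values were seen, DREB2A (7.46), HSFA3 (7.11), HSA32 (9.20) and Hop3 (9.53) were called higher and APX2 (12.59, FDR 0.297) was not called in the authors' deposited table. Normal and cold labels exchanged between the groups would turn the cold genes too, but 23 of the 29 called CBF and COR genes were higher in the cold. A difference in scaling left in the deposited fold changes would shift all genes alike, and the median of all tested genes was −0.12. These values come after the scaling by the authors' software, so the median does not tell whether the libraries differed before it. Heat or rewarming of the cold-treated plants before harvest remains a candidate explanation that cannot be told apart from a response to the cold itself. The test looked only at CBF1 to CBF3, which rose, and at COR15A (−1.77) and COR15B (−1.14), which fell in the authors' deposited table. Of the whole COR list of 20 genes, 14 were called higher and 3 lower, so most cold genes rose. Their rise does not tell whether the plants were also warmed before harvest.

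On chromosome 2, in a region the paper does not discuss, 100 tested genes in a row had a fold change above 0, where the next longest run in the genome had 10 and the longest in 1000 shuffled gene orders had 24. A change of the whole region around the centromere was argued against by its 40 flanking tested genes, of which 13 were called higher and 18 lower. The genes next to the run on each side could not be higher, because the run ends there by definition. Many of the flanking genes called higher were listed at 0 in normal libraries. These were AT2G06902, AT2G06904 and AT2G06906 on one side and AT2G09838, AT2G09840, AT2G11775 and AT2G11780 on the other. A rise in parts of the flanks is therefore not excluded. Reads of mitochondrial RNA placed on a nuclear copy may account for the run, since this part of chromosome 2 holds an insertion of mitochondrial DNA. This could not be judged, because all 146 mitochondrion-encoded genes have a listed fold change of 0 and are untested. More RNA without a poly(A) tail in the cold libraries could not be judged either, with 4 of only 14 tested small nuclear and small nucleolar RNAs called higher. No biological explanation was tested.

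Clock genes, also outside the paper's account, had a median log2 fold change of 2.14, with LHY and RVE8 lower and PRR5, PRR7 and PRR9 higher. Of 5 genes that peak at dawn, 2 were called lower, LHY (−5.33) and RVE8 (−3.73), and 3 higher, CCA1 (1.06), RVE4 (0.96) and AT5G52660 (2.87), in the authors' deposited table. The evening genes TOC1 (2.50), GI (2.77), LUX (2.60) and FKF1 (1.67) were higher and ELF4 (−0.92) was lower in the authors' deposited table. Harvest at another time of day and a response of the clock to the cold cannot be told apart, because the dawn genes go both ways and the sources used here give no time of harvest.

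Of further groups that the paper does not discuss, flavonoid and anthocyanin genes had a median of −4.63, mitotic cell cycle genes one of −3.02 and genes of light-harvesting proteins one of 2.30, each outside all 10000 random lists.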

How the results depend on the processing

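The settings that keep only tested DMGs and the one without the chromosome 2 genes were chosen only after the results were seen. An absolute log2 fold change of at least 1 took the rice count from 17936 to 9509, the share of DMGs that are DEGs from 50.7 to 38.1% and the calls in the salicylic acid and defense list from 7 to 4; an FDR threshold of 0.01 took that share to 44.7%, since each asks for more of a gene. Over tested DMGs only, the share was 72.0%, the odds ratio of up- against down-DMGs 1.29 (p = 0.211, where other settings gave 1.83 to 2.16) and the correlation −0.0086, of the opposite sign and like the others not past the threshold; fewer genes enter these. The *Arabidopsis* count stayed between 11043 and 14293 under its alternatives, and 14220 without the chromosome 2 genes. These settings could only lower the count, and leaving out the organelle genes could not change it, since none of them was tested. None of the 16 lists turned its direction, though the flowering list had 2 genes higher and 2 lower at a log2 fold change of at least 1, and 15 kept their count within 1.5 times at a log2 fold change of at least 1. Of 210 called genes in the lists and the sets singled out here, not all of them named in the text, 8 had an FDR of 0.01 or more. An absolute log2 fold change under 1 was found for 23 of them. The direction test stayed short of the threshold, with odds ratios of 1.03 to 1.34. No paired analysis was possible because the deposited tables hold no values per library; leaving out replicates, a filter on FPKM, other pseudocounts, count models and random lists matched on expression were not run for the same reason. What depth limits cannot be read from tables without levels. Of tested *Arabidopsis* genes with an absolute log2 fold change of 6 or more, 56.9% were called, against 93.9% of those from 1 to 2.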

Differences from the paper's values

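The correlation over tested DMGs alone was chosen only after the result was seen. The paper's Pearson correlation of 6mA change and expression change in *Arabidopsis* is −0.02, over 6mA-containing genes by the caption of Fig. 4E. The value here is 0.0105 over the 1520 DMGs with a finite fold change. The counts printed in that figure match entries that are both DMG and DEG, so DMGs that are DEGs may be the nearer set. Which genes entered the paper's value cannot be told from the sources used here. Each alternative set before the data were examined also gave a Pearson r above 0: 0.0190 over DMGs that are DEGs, 0.0093 with the region of the largest fold change, 0.0293 with infinite fold changes set to the largest finite value, and 0.0050 without the 2 genes farthest from the median. The Spearman rho of these settings did not keep one sign: it was −0.0209 over DMGs that are DEGs (833 genes) and −0.0006 with the region of the largest fold change, and above 0 in the others. Over tested DMGs alone, r was −0.0086; that setting drops 362 of the 1520 genes. The 95% interval of the value here, −0.0398 to 0.0608, holds the paper's.

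The paper's total of rice DEGs, 17380, is lower than the 17936 genes under its threshold in the authors' deposited table, while the numbers of higher and lower genes, 8364 and 9572, equal the paper's and add up to the larger total. The paper's text gives 1391 up-regulated *Arabidopsis* DMRs, and its Table S4 lists 1319, with an equal number of down-regulated ones (434). The paper defines DMRs by a change of at least 1.5-fold, and 1570 of the 1753 DMRs in Table S4 have an absolute log2 fold change under 0.585, the smallest being a 1.22-fold change. Counted per entry of Table S4, 379 up-DMGs were higher and 381 lower in expression and 39 down-DMGs were higher and 51 lower, and the numbers printed in Fig. 4E match these.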

Other observations

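The comparison of the DEG share with published data, the counts by size of change and the look at summed reads were chosen only after the results were seen, unlike the gene lists. Of 19 genes of adenine and DNA methylation machinery, 12 were lower and 3 higher in the cold in the authors' deposited table, also when adjusted over the list alone. DDM1, a chromatin remodeler, and MET1, which maintains CG methylation, had log2 fold changes of −3.39 and −3.20 in the authors' deposited table. The chromomethylase genes CMT3 and CMT2 were at −2.69 and −2.68 and the demethylase gene DML3 at −2.07, and the demethylase gene ROS1 was also lower, in the authors' deposited table. MTA (−1.07) and EMB1691 (−1.17), of the complex that methylates adenine in mRNA, were lower and FIP37 (1.23) of the same complex was higher in the authors' deposited table. The list's median of −1.17 lay at percentile 1.87 of random lists. Of 12 ribosome biogenesis genes, 5 were higher and 2 lower in the authors' deposited table, among them FIB1 (2.42), REIL2 (2.38) and PES (2.36), with FIB2 at −1.10. Their median was 0.54, at percentile 85.7, and the counts were equal when adjusted over the list alone.

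Of 9 jasmonate genes, 3 were higher and 5 lower in the authors' deposited table, with the synthesis genes LOX2 (−3.95), OPR3 (−1.24) and AOS (−1.14) lower and the repressor genes JAZ10 (4.18) and JAZ1 (1.61) higher. The median was −0.99, at percentile 12.4. Of 9 flowering and floral organ genes, 3 were higher and 2 lower in the authors' deposited table, with PI at 1.84, SOC1 at 0.74, AP3 at −2.12 and the florigen gene FT at −2.03. Their median was 0.17, at percentile 65.0. Of 9 root markers, 2 were tested, and PYK10 (−2.01) and ESB1 (−1.74) were both lower in the authors' deposited table, with a median of −1.88 at percentile 9.14. For these 3 lists the counts were equal when adjusted over the list alone.

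The paper gives a share of over 74% of DEGs in common with published cold RNA-seq data. In the authors' deposited table, 70.4% of all tested *Arabidopsis* genes are DEGs. That is a share of the tested genes of this study alone and not an overlap between studies, so it is not a like measure. What overlap would be met by chance was not analysed here.

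The share of tested genes that were called did not rise steadily with the size of the change. In *Arabidopsis* it was 93.9% for absolute log2 fold changes from 1 to 2, 76.3% from 4 to 6 and 56.9% (148 of 260 genes) from 6 upward, and in rice it was 96.6%, 64.3% and 57.0%. Genes such as APX2 (12.59, FDR 0.297 in the authors' deposited table) fall in the last class.

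In Table S4 of the paper, 1200 of the 1319 up-regulated DMRs have fewer summed reads in the cold than in the normal libraries. The fold change listed for a region equals the log2 ratio of its summed reads plus an offset of 0.541 (slope 0.999). The paper's Table S1, which names no species, lists 202085545 uniquely mapped 6mA-IP-seq pairs over its normal libraries and 136140757 over its cold ones, a log2 ratio of 0.57. If these are the *Arabidopsis* libraries, the offset is about what a correction for depth would add, and the lower summed reads alone do not speak against an increase in 6mA. The direction listed for those 1200 regions rests on the offset, and whether 6mA rose in them was not tested here.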
